# Transcription factor network analysis based on single cell RNA-seq identifies that Trichostatin-a reverses docetaxel resistance in prostate Cancer

**DOI:** 10.1186/s12885-021-09048-0

**Published:** 2021-12-08

**Authors:** Patricia M. Schnepp, Aqila Ahmed, June Escara-Wilke, Jinlu Dai, Greg Shelley, Jill Keller, Atsushi Mizokami, Evan T. Keller

**Keywords:** Docetaxel resistance prostate cancer, Trichostatin a, Single cell RNA sequencing, PANDA method, Transcription factor network analysis

## Abstract

**Background:**

Overcoming drug resistance is critical for increasing the survival rate of prostate cancer (PCa). Docetaxel is the first cytotoxic chemotherapeutical approved for treatment of PCa. However, 99% of PCa patients will develop resistance to docetaxel within 3 years. Understanding how resistance arises is important to increasing PCa survival.

**Methods:**

In this study, we modeled docetaxel resistance using two PCa cell lines: DU145 and PC3. Using the Passing Attributes between Networks for Data Assimilation (PANDA) method to model transcription factor (TF) activity networks in both sensitive and resistant variants of the two cell lines. We identified edges and nodes shared by both PCa cell lines that composed a shared TF network that modeled changes which occur during acquisition of docetaxel resistance in PCa. We subjected the shared TF network to connectivity map analysis (CMAP) to identify potential drugs that could disrupt the resistant networks. We validated the candidate drug in combination with docetaxel to treat docetaxel-resistant PCa in both in vitro and in vivo models.

**Results:**

In the final shared TF network, 10 TF nodes were identified as the main nodes for the development of docetaxel resistance. CMAP analysis of the shared TF network identified trichostatin A (TSA) as a candidate adjuvant to reverse docetaxel resistance. In cell lines, the addition of TSA to docetaxel enhanced cytotoxicity of docetaxel resistant PCa cells with an associated reduction of the IC50 of docetaxel on the resistant cells. In the PCa mouse model, combination of TSA and docetaxel reduced tumor growth and final weight greater than either drug alone or vehicle.

**Conclusions:**

We identified a shared TF activity network that drives docetaxel resistance in PCa. We also demonstrated a novel combination therapy to overcome this resistance. This study highlights the usage of novel application of single cell RNA-sequencing and subsequent network analyses that can reveal novel insights which have the potential to improve clinical outcomes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-021-09048-0.

## Background

Prostate cancer (PCa) is the second leading cause of cancer-related deaths in men in the United States [1]. While the first line of treatment for advanced PCa is androgen deprivation therapy, the majority of patients develop castrate-resistant PCa (CRPC) [2] which leads to use of chemotherapy. Docetaxel, a taxane, was one of the first cytotoxic therapies approved for CRPC in the United States [3]. It operates through the stabilization of microtubules and inhibition of Bcl-2 expression [4–6]. However, the survival benefits of docetaxel are limited with resistance developing in nearly 99% of patients within 3 years [7]. Understanding how this resistance arises is critical to identify strategies to overcome resistance and increase the survival of PCa patients.

While previous studies to delineate the mechanisms of docetaxel resistance in PCa have identified putative targets, these studies focused on a small number of gene expression changes that occur during drug resistance [8, 9]. In a previous study, we used single cell RNA-sequencing of docetaxel-resistant PCa cells to identify putative candidates of docetaxel resistance [10]. However, a limitation of that study was the lack of integrating the data with gene pathways and transcriptional activators in a more holistic fashion. An integrative and systems-level approach that, in addition to transcription expression, incorporates protein interactions and transcriptional activation may help to better understand the progression towards drug resistance and identify combination therapies to overcome resistance. The ability of such multifaceted integrated approaches that include information from multiple data sources to unveil important biological insights have become apparent in recent years [11–14]. In the current study, we adapted an integrative network inference method, Passing Attributes between Networks for Data Assimilation (PANDA), to model the transcription factor (TF) regulatory network in docetaxel sensitive and resistant PCa cell lines [15]. PANDA develops a regulatory model by iteratively integrating the information from TF-TF protein interaction, gene expression profile and gene co-regulation, and TF-binding motif data. This method has been previously successfully adapted to study ovarian cancer [16] and breast cancer [17] through analysis of bulk samples. In the current study, we applied PANDA for the first time to single cell transcriptomes. Single cell RNA sequencing (scRNA-seq) uncovers the variability and heterogeneity of individual cells in a population that cannot be appreciated using traditional bulk sequencing. This allows us to identify new information only observed through sequencing individual cells and provides a novel application of PANDA method to identify active networks in the development of docetaxel resistance.

In this study, we applied PANDA to characterize the TF regulatory network underlying development of docetaxel resistance in docetaxel sensitive and resistant variants of the PC-3 and Du145 PCa cell lines. We conducted scRNA-seq on the sensitive and resistant variations of both cell lines. We identified shared network nodes and edges between the two cell lines. We also identified the TFs driving resistance and validated their importance in maintaining drug resistance. Furthermore, we subjected the networks to connectivity map analysis (CMAP) to identify candidate therapeutics to reverse docetaxel resistance in PCa. Based on the CMAP, we identified trichostatin A as a candidate therapy and then demonstrated that TSA, in combination with docetaxel successfully decreased tumor growth in both in vitro and in vivo PCa models. This work provides valuable insight into a novel strategy using scRNA-seq to identify mechanisms of docetaxel resistance as well as candidate therapies to reverse drug resistance.

## Materials and methods

### Cell lines and reagents

DU145 (cat no. HTB-81) and PC3 (cat no. CRL-1435) were purchased from ATCC (Virginia, USA). The docetaxel resistant strains were created as previously described [9]. All cells were cultured in RPMI 1640 (Invitrogen Co., Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (Life Technologies, Inc.). Resistance was maintained in the cells using growth media supplemented with 10 nM of docetaxel while sensitive cells were maintained with the addition of DMSO to a final level of 0.1% in the growth media (Cell Signaling Technology). 

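Bulk RNA-seq libraries of the docetaxel sensitive and resistant variants of DU145 and PC3, human prostate cancer cell lines established from metastases, were analysed from their counts. The paper's text reports single cell RNA-seq of these variants and does not describe the bulk libraries. There were 8 libraries in 4 groups, with 2 libraries each for DU145 sensitive, DU145 resistant, PC3 sensitive and PC3 resistant cells. Per the labels, the libraries were made from total RNA with a SMART-seq kit, and the labels name no sequencing batch. For the single cell samples, the paper describes a period in docetaxel free medium before harvest. Whether docetaxel was also withdrawn before the RNA of the bulk libraries was taken is not given in the sources used here. The deposited values are raw counts per gene in 1 file per library. The authors aligned the reads with Bowtie to hg38. The Bowtie version, the read counter, the gene annotation and the strand setting are not given in the sources used here. Total counts were 35929921 and 34780848 in the DU145 sensitive libraries and 34222903 and 34714404 in the DU145 resistant libraries. They were 34531919 and 31685148 in the PC3 sensitive libraries and 43045127 and 38565475 in the PC3 resistant libraries. Over all 8 libraries the median was 34747626. Mitochondrial genes took 0.501% to 2.07% of the counts. Within each group, the counts of the 2 libraries differed by more than sampling noise, with a chi-square per degree of freedom of 20.8 to 54.7. Across genes, the Pearson correlation of log2 CPM (counts scaled to library size) within a group was 0.987 to 0.990, and genes are not independent replicates. Nothing in the labels or the paper says that the 2 libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. In a principal component analysis of log2 CPM, the first component held 64.1% of the variance and separated DU145 from PC3. The second held 18.9% and separated PC3 sensitive from PC3 resistant libraries. The third held 11.0% and separated DU145 sensitive from DU145 resistant libraries. The files hold 60554 gene rows, of which 20238 had enough counts to be tested. Resistant and sensitive libraries were compared within each line, and the 2 differences were compared with each other, with edgeR's quasi-likelihood test on all 8 libraries in 1 fit with TMM scaling. The common biological coefficient of variation was 17.1% with 4 residual degrees of freedom. In simulated counts with known changes in the DU145 comparison, the test recovered 42.8% of genes changed 2-fold and 76.1% of genes changed 4-fold at an adjusted p under 0.05. Of the genes it called in those simulations, 8.35% were unchanged, above the 5% that the threshold aims at. A check of cell line identity on genes restricted to 1 line rested on 1 gene for the PC3 libraries, at 2.79% and 1.26% of its DU145 level in the PC3 resistant libraries and 0.117% and 0.0426% in the PC3 sensitive libraries, on which it was chosen. No gene met the rule for the DU145 libraries. With a rule that needs at least 20 CPM in 1 line and no counts in the other, 2 genes did, at 0.183% and 0.0360% in the DU145 resistant libraries and 0 in the DU145 sensitive libraries, on which they were chosen, and no gene did for the PC3 libraries, so the check says little about mixing of the lines.

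**Figure D1:**
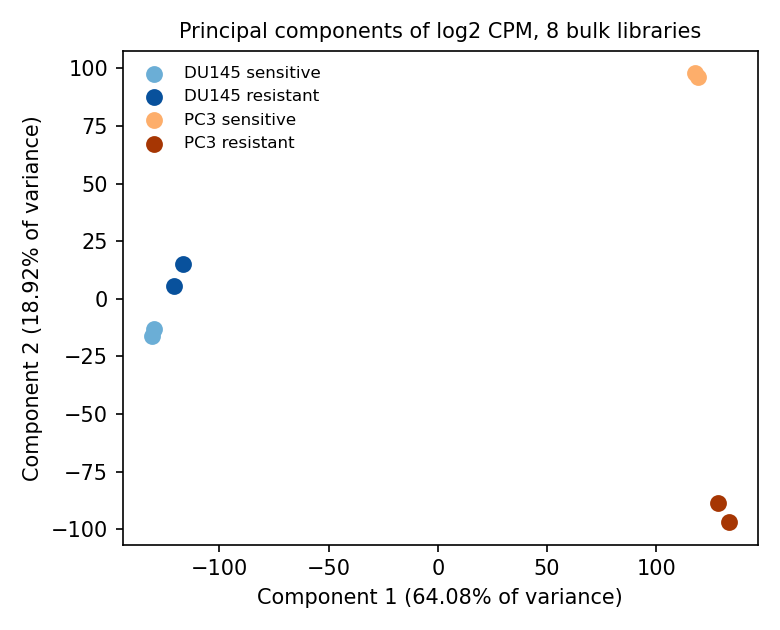
Principal components of log2 CPM of the 8 bulk libraries. Each point is 1 library, the x axis is component 1 (64.08% of the variance), the y axis is component 2 (18.92%), and colors give the line and variant. The DU145 libraries lie between -131.01 and -116.58 on component 1 and the PC3 libraries between 117.57 and 133.11.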

Cell identification is confirmed annually using PCR for short tandem repeats.

### Gene expression quantification

The single cell samples were previously sequenced and published by our group [10]. In brief, for 1 week, cells were transferred to docetaxel free media. Cells were trypsinized in 0.05% Trypsin EDTA for 5–10 min at 37 °C and washed with media. For single cell sequencing, the cell suspension was loaded into in the Fluidigm C1™ machine and processed into single cell cDNA libraries according to manufacturer protocol (PN 101–4981). Briefly, full length mRNA-seq libraries were generated from single cells captured using the Fluidigm C1™ Single Cell mRNA Seq IFC, 10-17 μm (PN 100–5760) and Fluidigm C1™ Single-Cell Reagent Kit for mRNA Seq (PN 100–6201). Each chip was visually inspected to identify which wells contained cells. Wells containing one cell were included in library preparation ad sequencing. The capture rate was between 78 and 96% across all chips used in this study. Full length cDNA was converted into sequence ready libraries using SMART-seq v4 Ultra Low Input RNA kit for Fluidigm C1™ System (Takara Bio, Mountain View, CA, Cat 635,025) and SeqAmp™ DNA Polymerase (Takara Bio, Cat 638,504). Library preparation was completed using Nextera XT DNA library prep kit (Illumina, San Diego, CA, Cat. FC-131-1096) and Nextera XT DNA Library Prep Index Kit (Illumina, Cat FC-131-1002). Samples following PCR reactions as called for in each kit’s manufacturer’s protocol was purified using Agencourt AMPure XP (Beckman Coulter, Brea, CA, Item No A63880). Samples were sequenced on Illumina HiSeq-2500 Rapid for DU145 cell line variants and Illumina HiSeq-4000 with single end option for PC3 cell line variants. Reads that were below the minimum quality controls were discarded. Each sample was aligned to the Human Genome hg38 [18] using bowtie alignment tool [19]. We captured a total of 324 cells across all cell lines. Poor quality cells were removed based on low number of reads as determined using the Fluidigm Singular package (https://www.fluidigm.com/software/). A total of 12 cells were removed. 64 DU145 sensitive cells, 71 DU145 resistant cells, 89 PC3 sensitive cells and 88 PC3 resistant cells were included in all downstream analysis. To identify genes for downstream analysis, we used the Fluidigm Singular package. Genes that were expressed in at less than 10 cells in each cell line were excluded. For the remaining genes, the lowest 15% of expressed genes were excluded. Lastly, genes need to be identified in all four cell line samples to be included in the final gene list. This resulted in 12,862 genes being included for all the subsequence downstream analyses. For gene expression analysis, we followed the Seurat pipeline [20]. In brief, we used this pipeline to conduct dimensional reduction (including PCA and tSNE) on all high-quality single cells using all 12,862 genes. Additionally, we estimated the cell cycle status of each cell using the suggested pipeline for the Seurat package. We used the cell cycle markers included in the Seurat package [21].

### Constructing PANDA regulatory networks

PANDA [15, 22] uses three inputs: a motif prior, a set of known TF-TF interactions, and expression data. To create each cell line specific transcriptional regulatory networks, we ran PANDA with the same TF motif prior data set and TF-TF interaction data, but with gene expression unique to each cell line. To create a motif prior data set, we downloaded the *Homo Sapiens* TF motifs from the Catalog of Inferred Sequencing Binding Preferences CIS-BP [23] for the 240 TFs included in the gene expression data sets. The TF position weight matrices were mapped to the promoter regions of all genes (defined as [− 750:+ 250] around the transcription start site for each gene) using FIMO [24]. To control the TF-TF interaction data set, we estimated the protein-protein interaction network between all 240 TFs using the interaction scores from StringDb v10.5 [25]. All data sources provided in StringDB were included when determining the initial interaction scores. The interaction scores were divided by 1000 and self-interactions were set equal to one. For each network, we constructed a pairwise co-expression levels between each of the target genes (based on Pearson correlation). PANDA then combined this information with the TF motif prior network and TF-TF interaction network to produce each TF regulatory network.

### Specificity score of edges

We identified the enriched edges as calculated in [22]. In brief: for the specificity score (s) of each edge in the regulatory networks, using all four networks, we first calculated the median and interquartile range (IQR) for each edge weight (w) between each TF (t) and gene (g). Next, we compared each individual edge weight (w) to its median and IQR to get the specificity score. An edge was defined as enriched to a network if *s* > *N*. *N* was determined by calculating the specificity scores for the individual genes (*g*) by comparing the median expression of the gene $${w}_g^{(c)}$$ in a particular cell line (*c*) to the median and IQR range of the networks constructed from either gene expression data sets. We then varied *N* from 0 to 1. We selected the cut-off of *N* = 0.4 for the single cell sequenced cell lines since at those cut-offs half of all genes are identified as network enriched.

### Node enrichment

To select the TF and gene node enrichment, we followed the method presented in [16, 22]. In brief, each TF was determined to connect with the number of enriched edges (as determined above) in each PANDA network. Using a hypergeometric distribution, we determined which networks targeted a higher number of enriched edges in either network. We calculated the edge weight change by calculating the average edge weight connected to each TF and took the difference between the two PANDA networks. We selected “key” TF and gene nodes that had a *p*-value less than 0.05 in both the network comparison of DU145 and network comparison of PC3. TF and gene nodes must also have both a positive or negative edge weight fold change in the comparison of DU145 and PC3 sensitive and resistant networks to be considered a “key” TF or gene node.

### Gene set enrichment analysis

TF specificity score for each gene was determine using the specificity scores for each edge connected to the specific TF. Then Gene Set Enrichment Analysis (GSEA) was performed as previously described [22, 26]. In our study, we used the list of specific scores for each TF to run a pre-ranked GSEA [26] to test for enrichment of gene ontology terms. Highly significant enriched associations (FDR < 0.05) from these analyses were subjected to hierarchical clustering to group the enriched gene sets into clusters. For each cluster, the frequency that each word appeared in the GO terms assigned to each cluster was determined and used to calculate its statistical enrichment based on its hypergeometric probability. We then scaled the resulting *p*-values by –log_10_ so that the most statistically relevant words would appear the largest. We used the R package wordcloud2 to generate the resulting word clouds for each cluster.

### Connectivity map analysis

We used the Connectivity Map data set (build01) containing genome-wide expression data for 453 treatment and vehicle control pairs, representing 164 distinct small molecules (https://portals.broadinstitute.org/cmap) [27]. Genes were marked as up- or down-regulated based on their average edge weight in the final TF network.

### Drug response

DU145 and/or PC3 docetaxel-resistant cells were plated and cultured in 96-well plates for 16 h (2 × 10^3^ cells/well). Cells were treated with TSA (15 nM; Sigma Aldrich, St. Louis, MO), kaempferol (0.2 μM; Sigma Aldrich), vorinostat (0.15 μM; Tocris, Avonmouth, Bristol) and/or docetaxel (10 nM, Cell Signaling Technology, Danvers, MA) or vehicle (PBS) for 48 h at which time WST-1 solution (Roche Applied Science) was added to the culture medium and incubated for 2.5 h at 37 °C. Absorbance was subsequently determined on a plate reader at a wavelength of 490 nm (Multi-Mode Microplate Reader, SpectraMax M5, Molecular Devices MDS Analytical Technologies).

### Prostate cancer cell growth assay

The cells (3000/well) were seeded in 96-well plates (Corning, New York, NY, USA) in triplicates for 24 h and then the cells were treated with different concentrations of the indicated Trichostatin A (Sigma Chemical Co., St. Louis, MO). The cells were cultured for 3 days. The number of viable cells was measured by Cell Proliferation Reagent WST-1 (Roche Applied Science) as directed by the manufacturer. IC50, the concentration that caused 50% inhibition of cell growth, was calculated with software from AAT Bioquest, Inc. (https://www.aatbio.com/tools/ic50-calculator).

### Mouse experiments

The mouse experiments were approved by the University of Michigan Institutional Animal Care & Use Committee under Protocol 10,366. Docetaxel-resistant PC3 cells in PBS + 50% matrigel GFR (Corning, Corning, New York) were injected subcutaneously into 60 SCID mice (male, 6 to 9 weeks old, mice sourced from the Unit for Laboratory Animal Mice Breeding Colony Managers at University of Michigan (ULAM-BCM) with approval from them for our experiments) at 10^6^ cells per right flank. During experiment, when specified in the approved protocol, mice were anesthetized with isoflurane inhalation at 2.5 mg/kg. Tumor growth was monitored using calipers to measure the length (L) and width (W) and tumor volume was calculated using the formula π/6 x W^2^ x L. On Day 15 post-injection when average tumor volume was 100mm^3^, mice were randomly assigned to one of 4 treatment groups: vehicle 5% DMSO (*n* = 13), 5 mg/kg docetaxel (*n* = 13), 1.5 mg/kg TSA (Sigma, St. Louis, MO), or combination 5 mg/kg docetaxel and 1.5 mg/kg TSA treatment (*n* = 13). Docetaxel was injected intraperitoneally (IP) weekly in the docetaxel alone and combination groups. TSA was injected IP three times per week on Monday, Wednesday and Friday to the TSA alone and TSA-docetaxel Combo group. At the end of experiment, all mice were euthanatized with CO_2_ inhalation and cervical dislocation as secondary method.

### Statistical analysis

For animal experiments, power calculations were performed using Gpower 3.1.9.7 [28]. For a power of 90% and an effect size of 55% with *p* < 0.05, 13 animals per group were required. Statistical comparison among groups were calculated using a mixed-effects analysis for tumor growth over time and a one-way ANOVA followed by Tukey’s Honest Significant Difference for difference in tumor weight. Statistical significance was determined as *p* ≤ 0.05.

## Results

### Identifying network enriched edges

We initially conducted single cell RNA-sequencing on two PCa cell lines, DU145 and PC3, that had been previously created to be resistant to docetaxel treatment [9]. We sequenced both the parental (i.e. docetaxel-sensitive) and docetaxel-resistant variants from both cell lines resulting in a total 312 individual sequenced cells (64 DU145 sensitive cells, 71 DU145 resistant cells, 89 PC3 sensitive cells and 88 PC3 resistant cells). To construct TF activity networks for each of the four established cell lines, we used the PANDA algorithm [15]. PANDA integrates the gene-gene co-expression information from each of the four established cell lines with an initial regulatory network consisting of 240 TF as well as known TF-TF interactions and TF-Gene interactions [25]. This resulted in 4 reconstructed TF regulatory networks (Fig. 1A). We visualized the heterogeneity of all 312 cells and observed that the majority of cells clustered based primarily on their cell line identity (Fig. 1B and Supplementary Fig. S1). We did see a change in the cell cycle phase between the sensitive and resistant cell lines (Supplementary Table S1). We observed an over two-fold decrease in S and G2M phase cells in the resistant compared to sensitive cells from both lines. However, the G1 phase cells increased by over two and half fold in the resistant cells compared to the sensitive cells (Supplementary Table S1). This does suggest a shift in cell cycle stage following docetaxel resistance in PCa cells. To determine which edges and nodes were enriched in the sensitive and resistant DU145 or PC3 networks, we first calculated the interquartile range (IQR) cut-off in which half of the nodes (based on gene expression) would be labeled as network enriched as previously described [22]. We determined this value to be a cut-off of 0.4 (Fig. 2A-B). 3,022,871 edges (89.7%) were enriched in at least one network (Fig. 2B). Of those, only 375,639 edges were enriched for two networks (Fig. 2C). The observation that only 11.1% of the edges overlap between any two networks, indicates that these edges primarily illustrate cell line enriched regulatory interactions across each condition.

**Fig. 1:**
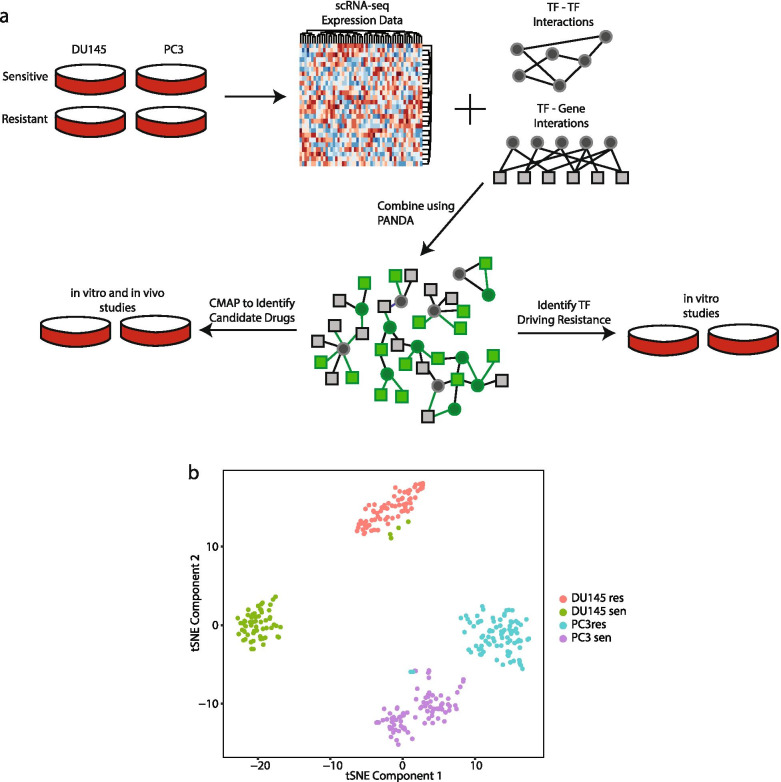
Detailed Workflow of Study. **A** Gene expression data from each scRNA-seq of each cell was combined with physical protein-protein interactions and predicted TF-gene targets to build individual network models. The models from each cell line were compared to identify differences. Shared differences between the DU145 models and PC3 models were combined to create a general model of docetaxel drug resistance. For representation: circles denote TF, squares denote a gene. In the combined network: grey denotes the node or edge is not significantly altered between the sensitive and resistant cells, a green edge or node is statistically significant. **B** tSNE of all single cells analyzed

**Fig. 2:**
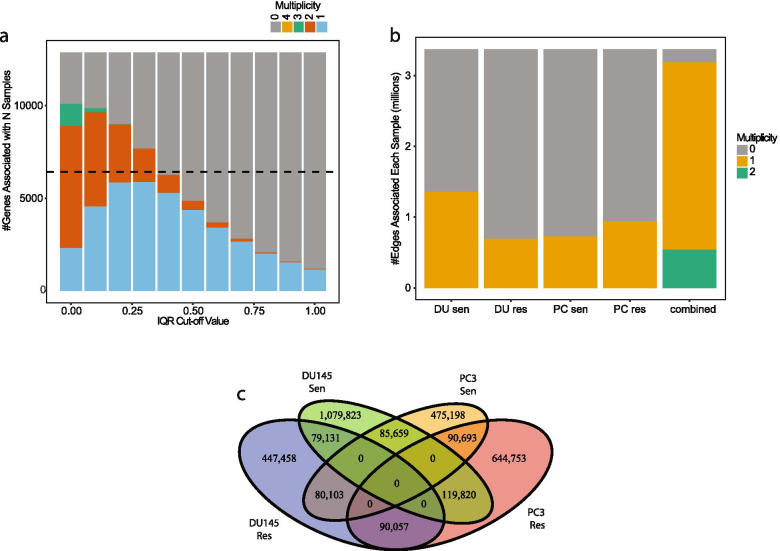
Identification of cell line network enriched edges. **A** Number of genes of a given multiplicity at various cut-offs. **B** Number of network enriched edges in each cell line at a cut-off of 0.4. **C** Venn Diagram of cell line enriched edges

### Identifying cell line specific nodes

To determine which TF and gene nodes differed between the sensitive and resistant DU145 or PC3 networks, we compared the ‘in-degree’ of each node as defined as the sum of all edge weights connected to a particular node for each network. We calculated the probability for node statistical significance between the two DU145 or PC3 networks by comparing the number of enriched edges targeted by each node in either network [16]. Of the 240 included TFs, 63 had a *p*-value < 0.05 in both cell line network comparisons (Fig. 3A and Supplementary Table S2). Additionally, we calculated the edge weight fold change based on the ‘in degree’ value for each node. For the 63 TFs, not all had the same fold change direction change for both comparisons. Only 10 of the TFs had an in-degree in the same direction (Fig. 3B).

**Fig. 3:**
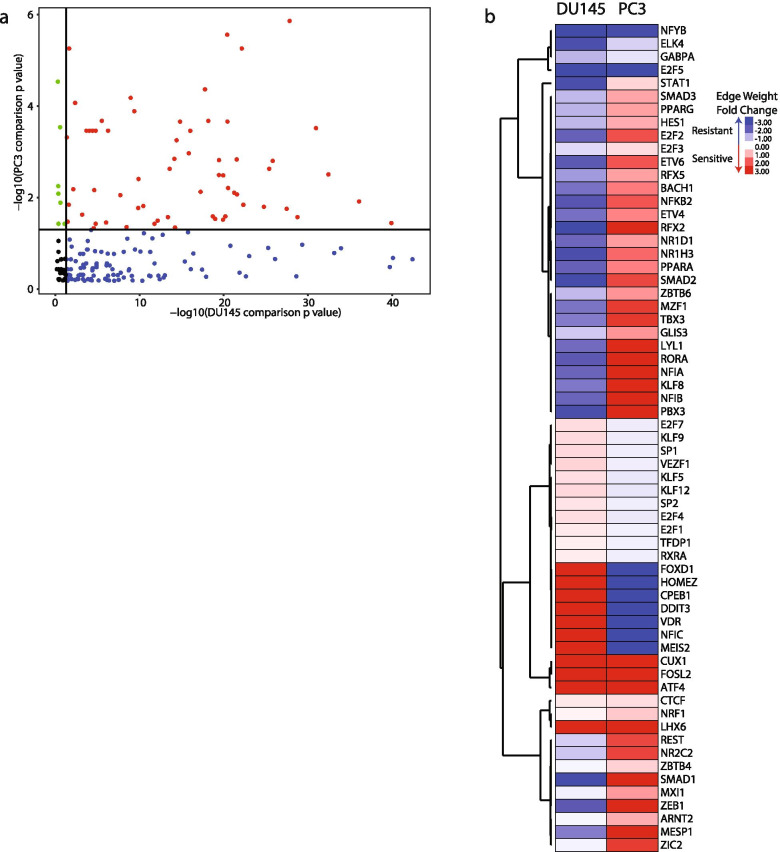
TF nodes altered in both cell line models. **A ***p* values of each TF from network comparison of sensitive and resistant cells lines. Black – not statistically significant, blue – significant only in DU145 network comparison, green – significant only in PC3 network comparison, red – significant in both cell line network comparisons. **B **Heatmap of TFs that were significant in both cell line network comparisons

We also determined which gene nodes were altered in the TF regulatory networks using the ‘in degree’ values calculated for each gene node. Of the 12,862 genes included in the original gene expression data sets, 210 gene nodes had a *p*-value < 0.05 in both cell line network comparisons (Fig. 4A and Supplementary Table S3). 118 gene nodes had a fold change direction that was the same between the DU145 and PC3 network comparisons (Fig. 4B).

**Fig. 4:**
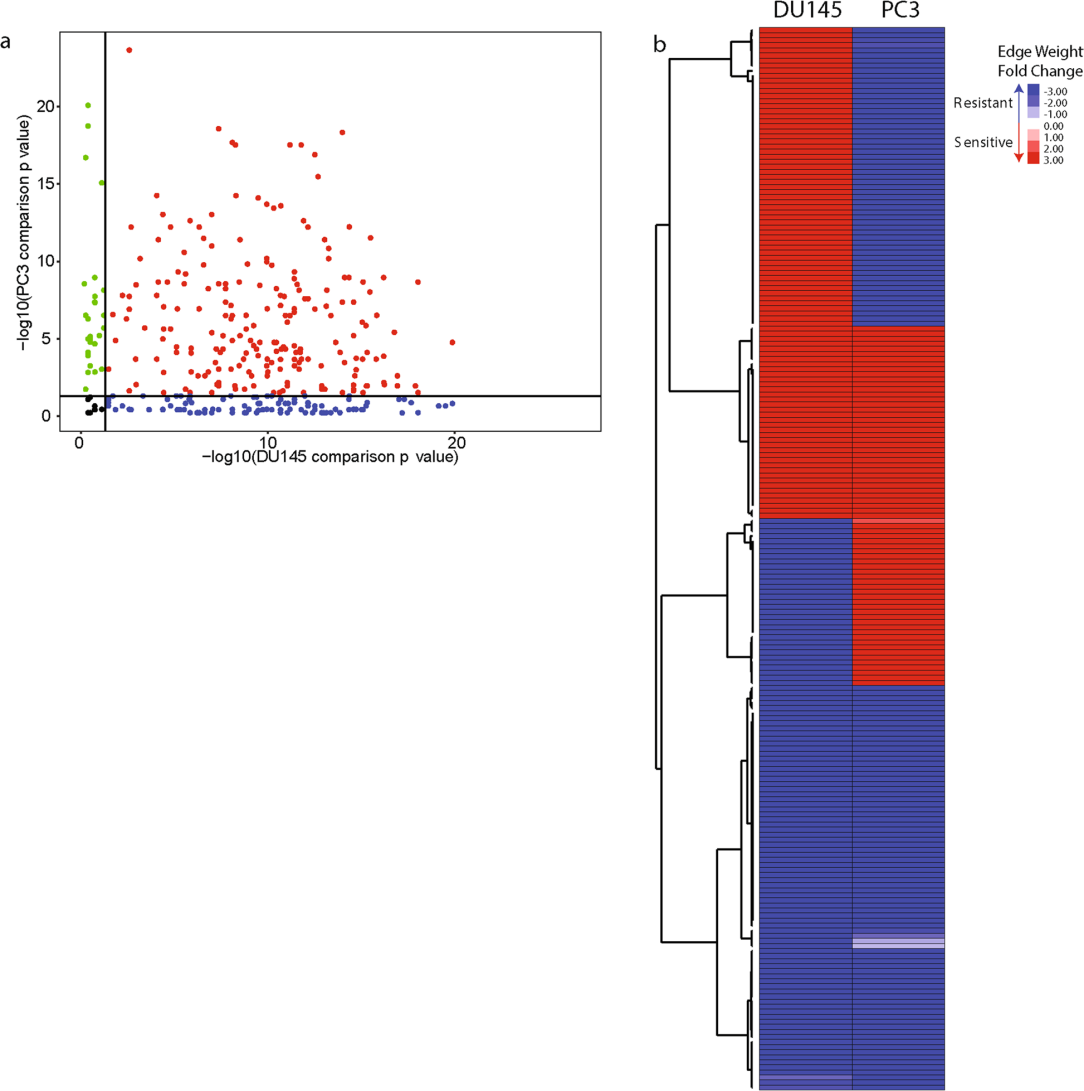
Identification of gene nodes altered in both cell line network models. **A** *p* values of each gene from network comparison of sensitive and resistant cells lines. Black – not statistically significant, blue – significant only in DU145 network comparison, green – significant only in PC3 network comparison, red – significant in both cell line network comparisons. **B** Heatmap of genes that were significant in both cell line network comparisons

### Regulation of functional pathways

To ensure the final network was not representative of just one PCa cell line and to provide robust results, we constructed a final combined TF activity network. This network only includes the common edges and nodes identified in Figs. 2, 3 and 4. Thus, the final TF activity network represents a generalized prostate cancer response to docetaxel treatment (Fig. 5A). In this visualization, the 10 TFs were connected to the 118 gene nodes by lines colored based on whether they exhibit higher average edge weight in the sensitive (red) or resistant (blue) regulatory networks. To explore the functional pathways altered in the regulatory network, we ran gene set enrichment analysis (GSEA) on the TF specific targeted genes to identify four clusters of groups of GO terms (Fig. 5B and Supplementary Table S4). We used word clouds to summarize the GO terms for each cluster to provide a snapshot of the functions (Fig. 5C). These clusters often include sets of highly related functions. Cluster 1 contains GO terms related to the cytoskeleton, chromatin and cellular division suggesting these terms regulate cellular proliferation. In cluster 2, we observe GO terms related to metal ions, signaling molecules and binding suggesting these GO terms regulate cellular signaling. Cluster 3 is the smallest of all the clusters and contains words such as cellular process, envelope, and RNA. This is suggesting this cluster regulates cellular response to signaling but not through any specific mechanism like in cluster 2. Cluster 4 contains words such as metabolic and catabolic suggesting this cluster contains GO terms relating to cellular metabolism Additionally, cluster 1 is enriched by different TFs in the resistant or sensitive cell lines. This may suggest the importance of these pathways regardless of cellular drug sensitivity. In cluster 4, the majority of enrichment was higher in the sensitive cell lines when targeted by the TFs. These data suggest the functional pathway changes that occur during docetaxel resistance due to changes in TF activity.

**Fig. 5:**
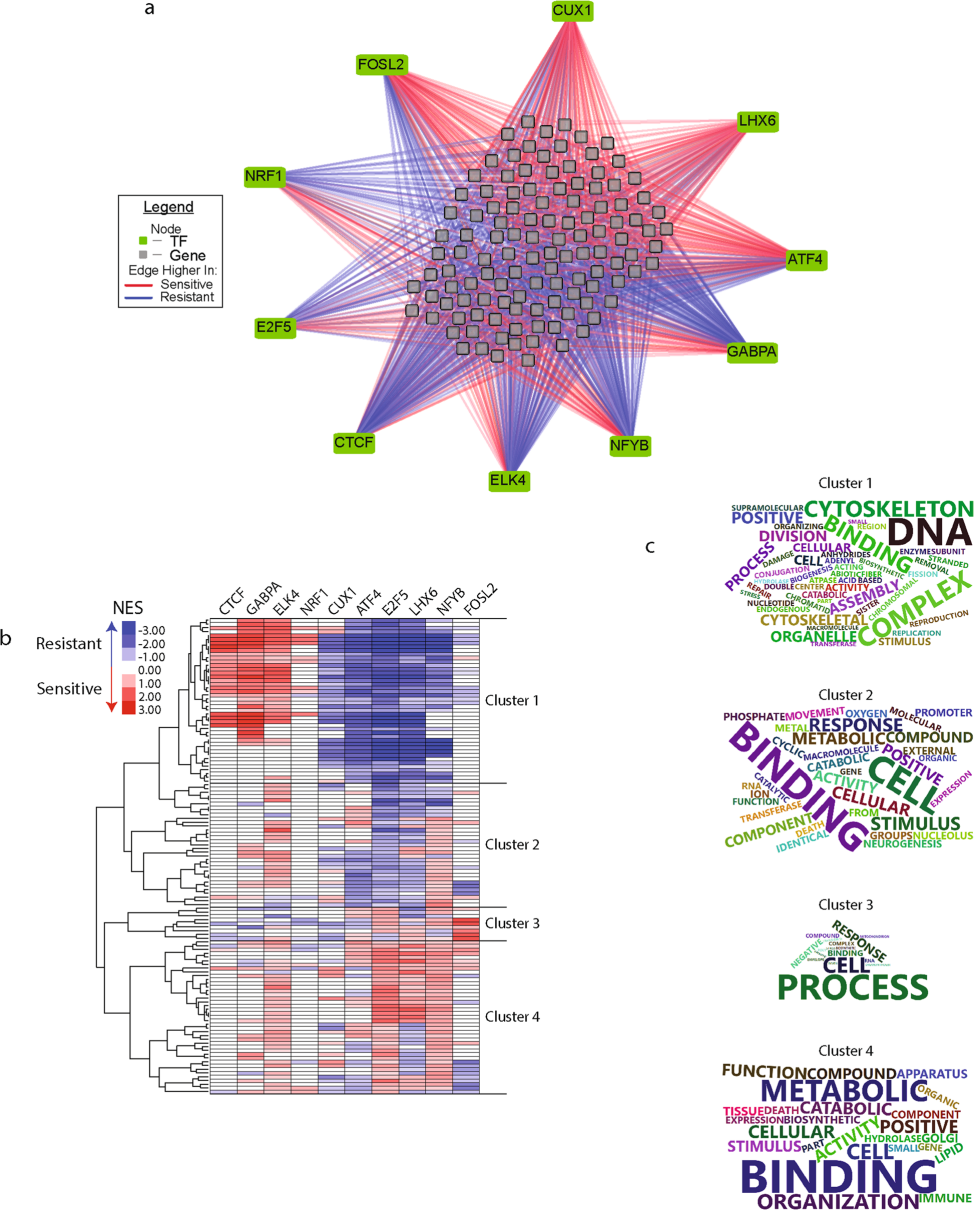
Combined network drive gene pathway changes. **A** Combined network from both cell line comparisons. Edges included were identified in Fig. 2 and connected TF node identified in Fig. 3 and a gene node identified in Fig. 4. **B** Heatmap of gene set enrichment analysis of the sub-network connected to indicated TF. **C** Word cloud of gene ontology names identified in each cluster from (**B**)

### Drug combination therapy for drug resistant PCa

To identify potential alternative clinical therapeutic opportunities in our PCa TF network, we investigated drugs that would potentially disrupt the combined TF regulatory network. To perform this, we labeled the 118 gene nodes as sensitive or resistant nodes based on their edge weight fold change (Fig. 2B). Using this list, we used Connectivity Map (CMAP) analysis to predict drugs that would up-regulate the sensitive genes nodes and down-regulate the resistant gene nodes. The drugs with positive enrichment would be those with the highest potential to reverse docetaxel resistance in PCa. We examined the top hits from CMAP using the final combined regulatory network and identified four potential drugs: vorinostat, GW-8510, kaempferol, and trichostatin A (Fig. 6A and Supplementary Table S5). To investigate these drugs, we tested their ability to overcome docetaxel resistance in the two PCa cell lines. However, we could not evaluate GW-8510 as we were not able to procure it. After determining the IC50 dosage for the remaining three drugs (Supplementary Fig. S2), we found that neither kaempferol nor vorinostat had a significant impact on docetaxel resistance in the PCa cells (Supplementary Fig. S3). However, the combination of trichostatin A and docetaxel statistically significantly decreased the cellular proliferation of both cell lines compared to the vehicle (Fig. 6B-C). Additionally, the IC50 of docetaxel decreased significantly when the same cells were treated with trichostatin A indicating that TSA decreased resistance to docetaxel (Fig. 6D-E). We further tested the combination treatment of trichostatin A and docetaxel in a mouse model of PCa. We established subcutaneous tumors of PC3 resistant cells in mice and then treated the mice with vehicle, docetaxel alone, TSA alone, or the combination of docetaxel and TSA for 13 days. While neither drug alone impacted tumor growth, the combination of TSA and docetaxel decreased tumor growth as measured by both tumor volume (Fig. 7A, *p*-value < 0.05) and final tumor weight (Fig. 7B, *p*-value < 0.05) compared to the three other groups. These data suggest trichostatin A is able to reverse docetaxel resistance in PCa cells in both in vitro and in vivo models.

**Fig. 6:**
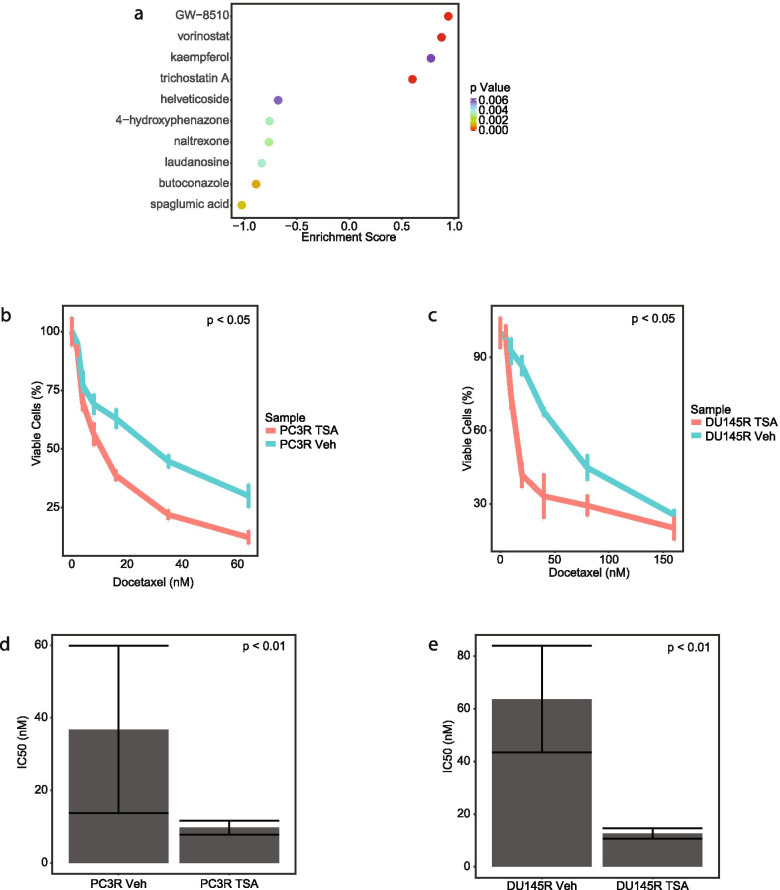
Trichostatin A decreases the resistance to docetaxel. **A** Drugs significantly associated with combined network based on CMAP analysis. **B** Cell viability of PC3 resistant cell line after treatment with docetaxel and trichostatin A. **C** Cell viability of DU145 resistant cell line after treatment with docetaxel and trichostatin A. **D** IC50 of docetaxel of PC3 resistant cell line after treatment with vehicle or trichostatin a. **E** IC50 of docetaxel of DU145 resistant cell line after treatment with vehicle or trichostatin a

**Fig. 7:**
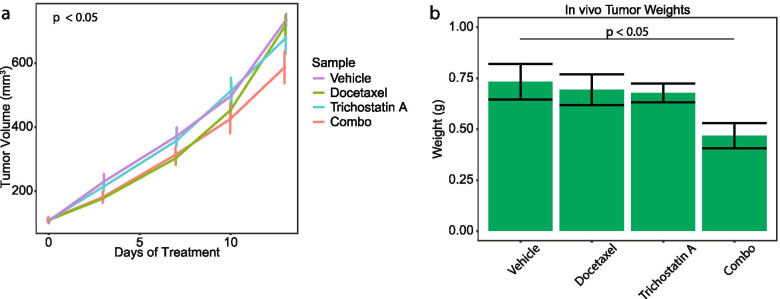
Combination of Trichostatin A and Docetaxel Reduces Tumor Growth in Vivo. **A** Tumor growth of PC3 resistant cell line in mouse model after indicated treatment. **B** Tumor Weight of PC3 resistant cell line in mouse model after indicated treatment

## Discussion

In this study, we conducted a single cell-based TF network analysis of docetaxel resistance in PCa. We modeled the TF regulatory networks in docetaxel sensitive and resistant PC3 and DU145 PCa cell lines. The final network identified 10 TFs that were the main nodes for the regulatory network. This suggests these TFs are critical for the development of docetaxel resistance in PCa. Furthermore, the gene nodes from the network analysis were subjected to CMAP which suggested that TSA could reverse docetaxel resistant. These findings were validated through use of both in vitro and in vivo models that demonstrated TSA reverses docetaxel resistance. In cell lines, the combination of TSA and docetaxel significantly reduced both the number of viable docetaxel resistant PCa cells and the IC50 value for those resistant cells (Fig. 6). In the PCa mouse model, the combination of TSA and docetaxel reduced tumor growth and final tumor weight greater than either drug alone (Fig. 7). Taken together, these finding demonstrate the validity of this novel methodology of applying network analysis to single cell transcriptomic data to analyze mechanisms of therapeutic resistance and highlights a specific drug that can be tested as a candidate to overcome docetaxel resistance in patients.

The combination of both scRNA-seq and network analysis has enabled the investigation into the TF activity underlying PCa docetaxel resistance. TF activity is regulated beyond the expression level through post-translational modifications including acetylation [29], ubiquitination [30], and sumoylation [31] among others. The application of network analysis, allows for investigation of TF activity beyond just TF gene expression. PANDA of bulk mRNA was previously used to identify the TF co-regulation that existed in triple-negative breast cancer [17] as well as potential biomarkers for anti-angiogenesis treatment in ovarian cancer [16]. In our study, PANDA allowed for determining TF activity networks that identified novel targets for PCa resistance. Our analysis also identified different patterns of TF targeted pathway activation in our GSEA analysis and in the word cloud representation. The word cloud representation identified very high-level terms suggesting that the development of docetaxel resistance impacts very basic cell function. For instance, in cluster 1, a group of gene pathways involved in cytoskeleton and cellular division, we observe one set of TFs driving those pathways. However, in the resistant network, a different set of TFs drive these pathways. This suggests a TF shift from CTCF, GABPA and ELK4 to AFT4, E2F5, and LHX6 among other TFs during drug resistance. Additional study would be needed to explore this TF activity shift.

In our analysis, 10 TFs were identified to be of some statistical significance to either the sensitive or resistant networks. Some of these TFs have been implicated in tumor development or drug resistance in previous studies. CUX1, identified in the sensitive network, is a tumor suppressor and it’s lose promotes tumorigenesis [32]. In PCa, the loss of CUX1 reduces the level of cellular senescence in tumor cells [33]. Combined with our data that suggests a loss of CUX1 activity in resistance cells, CUX1 may play a role in docetaxel resistance in PCa. However, there are multiple TFs with higher activity in the resistant networks such as GABPA, NFYB, and NRF1 among others. GABPA is a downstream target of the androgen receptor in PCa and enables the tumor cells to become more aggressive [34]. NFYB drives paclitaxel resistance in breast cancer [35] and oxalipatin resistance in colorectal cancer [36]. NRF family can been observed to drive cisplatin resistance in pancreatic cancer [37, 38]. Together, this provides evidence that these TFs can drive drug resistance or aggressiveness in tumor cells. And in conjunction with our analyses, could play a role in docetaxel resistance in PCa. However, additional research would be needed to confirm this role.

Applying CMAP to our PANDA network analyses enabled identification of candidate drugs, such as TSA.TSA is a reversible histone deacetylase inhibitor [39] that has been previously shown to be a promising new treatment for other cancers. In osteosarcoma cells, TSA induced cancer cell apoptosis through both histone acetylation- and mitochondria-dependent mechanisms [40]. Interestingly, TSA had a greater specificity in affecting cancer cells compared to normal cells than other histone deacetylase inhibitors [41]. This pro-cancer selectivity makes TSA an attractive therapeutic agent in a clinical setting. Furthermore, TSA enhanced the anti-tumor effects of docetaxel in lung cancer [42]. It was demonstrated that that TSA in combination with docetaxel reduced lung cancer cells by promoting apoptosis. While further work is necessary to determine if a similar mechanism was involved with TSA and docetaxel in PCa, our findings suggest that TSA could overcome docetaxel resistance in PCa cells in patients.

Next generation sequencing is currently used in the clinic to aid in determining potential therapies, such as the identification of mutations or gene fusions, in a precision medicine approach [43, 44]. However, these studies do not identify intra-patient heterogeneity, which plays a role in a patient’s therapeutic response [45, 46]. The addition of single cell sequencing allows for the study of heterogeneity in each patient which could improve a precision medicine approach. Using the analysis pipeline presented in this study, it is possible to identify TF drivers and off-target drug treatments that disrupt individual sub-populations of cells in an individual patient. Further research is needed to determine which sub-populations drive patient treatment responses in order to target the proper sub-populations. Ultimately, this will allow for a personalized therapeutic approach for patients that do not respond to or become resistant to conventional therapies.

## Conclusion

Overcoming drug resistance is critical to improving patient survival in PCa. In this study, we identified a TF activity network common to two different PCa cell lines that drives docetaxel resistance in PCa. We also demonstrated a novel combination therapy to overcome this resistance. This study highlights the usage of novel application of single cell RNA-sequencing and subsequent network analyses that can reveal novel insights which have the potential to improve clinical outcomes.

## Supplementary Information

**Additional file 1: Supplementary Fig. 1**. PCA plot of all sequenced single PCa cells. **Supplementary Fig. 2**. Dosage Curves for potential treatment of PCa cells. (A) Dosage curve for 1 trichostatin A. (B) Dosage curve for vorinostat. (C) Dosage curve for kampferol. 2. **Supplementary Fig. 3**. Combination Treatment of PCa Cells with Potential Drugs and Docetaxel. (A) 3 Proliferation of DU145 resistant cells after treatment of docetaxel and kaempferol. (B) Proliferation of PC3 4 resistant cells after treatment of docetaxel and kaempferol. (C) Proliferation of DU145 resistant cells after 5 treatment of docetaxel and vorinostat. (D) Proliferation of PC3 resistant cells after treatment of docetaxel 6 and vorinostat. *: *p* value < 0.005.

**Additional file 2: Supplementary Table 1**. Cell Cycle Counts Across the Sequenced Single Cells. **Supplementary Table 2**. TF node comparison. **Supplementary Table 3.** Gene node comparison. **Supplementary Table 4**. GSEA Normalized Enrichment Scores. **Supplementary Table 5.** Connectivity Map results

## Data Availability

The single cell RNA sequencing dataset is available from the Gene Expression Omnibus under GSE140440 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140440].

## Abbreviations

PCa: Prostate cancer
TF: Transcription factor
CMAP: Connectivity map
TSA: Trichostatin A
PANDA: Passing Attributes between Networks for Data Assimilation
CRPC: Castration-resistant prostate cancer
scRNA-seq: Single cell RNA-sequencing
GSEA: Gene Set Enrichment Analysis
FDR: False discovery rate
GO: Gene ontology
IQR: Interquartile range
ULAM-BCM: Unit for Laboratory Animal Medicine Breeding Colony Managers

How the deposited data were processed for this re-analysis (not part of the article)

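The samples were 8 bulk RNA-seq libraries, 2 for each of DU145 sensitive, DU145 resistant, PC3 sensitive and PC3 resistant cells. The authors deposited raw counts per gene, 1 file per library, from reads aligned with Bowtie to hg38, with no normalization. The counter, the annotation release, the strand setting and the handling of reads with several matches are not given in the sources used here. The reads carry no molecular identifiers. The paper's single cell RNA-seq data and its drug and mouse experiments were not analysed here.

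Groups were taken from the sample labels. Of 60554 gene rows, 56558 had an ID in GENCODE 44, which gave the biotypes and coordinates, and gene symbols are those of the files. Genes were filtered by edgeR's filterByExpr by group, which left 20238. Counts were scaled by TMM, with factors from 0.951 to 1.038, and a mean per group was fitted to all 8 libraries with edgeR 4.0.16 in R 4.3.3. Resistant minus sensitive was tested within each line, and the PC3 difference minus the DU145 difference as a further contrast, by the quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Overlaps between lines were tested with Fisher's exact test, two-sided.

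In all, 46 gene lists with 1124 entries were fixed before the data were examined, and 3 entries had no row. Lists with at least 5 tested members were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and adjusted over the lists of a contrast. A total of 2 lists had fewer tested members.

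Genes to be named were chosen by a rule fixed before the data were examined. It takes per line the 12 largest rises and the 12 largest falls by log2 fold change among genes past the threshold with a mean of at least 8 CPM in that line, an annotated protein-coding gene or a gene symbol, and both resistant libraries on the same side of both sensitive libraries. It takes 10 genes per direction that changed alike in both lines, ranked by the smaller of the 2 absolute changes, and the 6 largest opposite changes, under the same limits. It takes up to 4 members of each list described, or up to 2 where none passed. It also takes ABCB1, CTNNA1 and the genes the paper names, among others. Some genes that the rule takes are not reported here. The text names fewer than the rule allows.

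The alternatives fixed before the data were examined were RLE scaling, DESeq2 1.42.0, no low count filter, a filter of 1 CPM in 4 libraries, fits on 1 line alone, replicate number as a block, each library left out in turn, an adjusted p under 0.01, a limit of 2-fold, camera with an estimated correlation, fry, and the G2M list without the members other lists hold. Subtraction of reads shared between libraries was added after the data were seen. For it, the share in each library was the lowest share of a gene's mean CPM over all libraries, among genes with a mean of at least 100 CPM. Genes of the Y chromosome and XIST were left out of that search.

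The steps were tested on simulated data drawn from the means, library sizes and dispersions of these libraries. In 10 draws with 200 genes changed in the DU145 comparison, about 19689 genes were tested per draw. The gene test recovered 416 of 971 genes changed 2-fold and 747 of 981 changed 4-fold. At an adjusted p under 0.05, 106 of its calls were false against 1163 true, a false share of 8.35% with 4.84% to 12.5% per draw, and 4.65% of unchanged genes had an unadjusted p under 0.05. At an adjusted p under 0.01 the false share was 3.35%. In the real DU145 comparison 5633 genes passed, far more than were changed per draw, so these recovered and false shares need not hold there. A list of 20 genes raised 2-fold was called and 0 of 19 unchanged lists were. In a scan of 14722 genes, 40 windows were called within a raised region and 1 outside it.

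The estimate of reads shared between libraries was first made on genes with a mean of at least 25 CPM. On simulated libraries with 0.3% of shared reads, that version found 0% to 0.331%, so the limit was raised to 100 CPM, which found 0.0581% to 0.747% over 5 to 50 silent genes per group. The change was made on simulated data after values of the first version had been seen, and both versions are reported where they differ. With either limit the estimate is rough.

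Total counts ranged from 31685148 to 43045127 per library.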

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

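The tests on reads shared between libraries, the scan along the genome and the ABCB4 count shares were chosen after the results they bear on were seen. The check on the genes nearest ABCB1 was chosen after too. The ABCB4 fold change test and the neighbour test were set before.

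The bulk libraries, which the paper's text does not report on, held many differences between resistant and sensitive cells. In DU145, 2513 genes were higher and 3120 lower in resistant cells, and in PC3, 3755 were higher and 3441 lower, of 20238 tested with edgeR. The DU145 count of higher genes was 1380 without DU145 sensitive replicate 2 and 1590 without DU145 resistant replicate 1. The PC3 count of higher genes was 2349 without PC3 sensitive replicate 1 and 2404 without PC3 sensitive replicate 2. The PC3 count of lower genes was 2004 and 1983 without these 2 libraries in turn and 2156 without PC3 resistant replicate 2.

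The change differed between the lines for 6951 genes by a test of the difference itself. Among genes that moved in opposite directions, large differences, PC3 minus DU145 on the log2 scale, were seen for BMP7, a bone morphogenetic protein (11.50), SESN3, a sestrin (9.17), NID1, a basement membrane protein (-9.17), SLPI, a protease inhibitor (9.11), and CDH3, which encodes P-cadherin (8.66). By the same contrast, 6 lists differed between the lines. Median differences were -1.32 for neighbours of ABCB1 (adjusted p = 0.0001 from camera), 2.25 for epithelial markers (0.000461), -1.28 for interferon response (0.000116), 1.43 for cholesterol synthesis (0.00939), -0.76 for the proteasome (0.0004) and 1.32 for antioxidant NRF2 targets (0.000527). With an estimated correlation their adjusted p were 0.61, 0.61, 0.82, 0.965, 0.965 and 0.82, and none passed. That setting rests on the 4 residual degrees of freedom, and no list passed it in any contrast. Wnt and stem cell markers in PC3 had an estimated correlation of 0.00929, below the preset 0.01. Their adjusted p still went from 0.0489 to 0.765. These p-values therefore cannot tell whether correlation undid the calls, here or in the parts below. They do not secure the calls either. For the cholesterol synthesis list, difference between the lines fell to 0.99 (adjusted p = 0.0614) without PC3 resistant replicate 1.

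ABCB1, the drug efflux pump P-glycoprotein, was higher in resistant cells of both lines, with a log2 fold change of 9.41 (standard error 0.27) in DU145 and 4.99 (standard error 0.23) in PC3, and both resistant libraries lay above both sensitive ones in each line. In DU145 its level was 1.63 ± 0.0725 CPM (SD, n = 2) in sensitive and 1114 ± 147 CPM (SD, n = 2) in resistant libraries. Reads shared with the paralog ABCB4 are argued against by ABCB4 counts of at most 0.412% of the ABCB1 counts in DU145 resistant and 7.08% in PC3 resistant libraries. The planned test, by which the 2 fold changes would differ, was met in DU145 (2.96, standard error 1.15) but not in PC3 (-0.41, standard error 0.97), so in PC3 the argument rests on the count shares alone. ABCB4 had 1 and 1 counts in the DU145 sensitive libraries and 44 and 150 in the DU145 resistant libraries. It had 4 and 2 in the PC3 sensitive and 299 and 58 in the PC3 resistant libraries. Both ABCB4 fold changes, and so the outcome of this test in each line, are therefore uncertain. Reads from other libraries are argued against as the source of the resistant level, which was at least 49.84 times what such reads predict.

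The genes around ABCB1 on chromosome 7 had a median log2 fold change of 2.364 in DU145 and 0.8012 in PC3 over 18 neighbours, above all 10000 random lists of like expression in each line (highest 0.724 and 0.657). Random lists take no account of correlation between genes, and with an estimated correlation the list had an adjusted p of 0.245 in DU145 and 0.765 in PC3. In DU145 17 of the 18 were higher and 1 lower, and in PC3 10 were higher, 1 lower and 7 did not pass. The 4 tested genes nearest ABCB1, without ABCB4, had a median of 3.57 in DU145 but 0.226 in PC3, where SLC25A40 (0.03, adjusted p = 0.871) and CROT (0.42, adjusted p = 0.141) did not pass and RUNDC3B, which overlaps ABCB1, was lower (-2.14, adjusted p = 0.00328, with 17 and 17 counts in sensitive and 6 and 4 in resistant libraries). The other of the 4 was higher in PC3 (1.18, adjusted p = 0.00449). A scan along the genome by windows of 21 genes, with positions given for the centre genes of the windows, found in DU145 a raised block from 83955777 to 93148385 of chromosome 7 (GRCh38), with a peak window median of 2.26, and lower windows of the same chromosome between 75510931 and 77640069. In PC3 the raised block ran from 75395063 to 84492724, where its last window reaches as far as ABCB1, with a peak window median of 1.40. The scan found 4 raised and 14 lowered regions in DU145 and 8 and 10 in PC3, so such blocks were not limited to this place. In DU145 a gain of the region is a candidate explanation, but RNA cannot tell a copy gain from shared regulation. ABCB1 itself rose by 9.41 in DU145, against medians of 2.364 for the 18 neighbours and 3.57 for the nearest 4. A gain of the size these genes show would not by itself account for the ABCB1 rise. In PC3 the neighbours as a whole met the planned test, but the nearest genes moved in different directions, so a gain around ABCB1 stays open. In PC3 too ABCB1 rose more (4.99) than the neighbours (median 0.8012).

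Strongly expressed genes never reached 0 counts in any library. Among 2658 genes with a mean of at least 100 CPM, the lowest share of a gene's mean was 0.277% to 0.798% over the 8 libraries, and the highest of these shares was 2.88 times the lowest. STAT3, CTNNA1 and PTRF had PC3 levels at 0.387%, 0.473% and 0.37% of their DU145 levels, chosen after their values were seen. Of 7608 genes with a mean of 10 to 100 CPM, 0 lay below the level these shares predict by Poisson counts after Benjamini-Hochberg adjustment in any library, and 3 did at an unadjusted p under 0.05, in PC3 sensitive replicate 2. For genes near 10 CPM the shares predict so few counts that even 0 counts could not pass the adjustment. For those genes the outcome was fixed in advance, and no conclusion on a floor is drawn from it. A small share of reads from the other libraries may set this floor, but transcription at a low level was not tested and where reads would have mixed is open. ABCB1 in the sensitive libraries was 1.19, 1.31, 1.41 and 1.4 times the level such reads predict, and 2.87, 1.31, 1.96 and 3.04 times in the version first run, so whether sensitive cells express ABCB1 at that level stays open, and large fold changes here may be limited by such reads.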

How the results depend on the processing

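Only the subtraction of shared reads was chosen after results were seen. Under RLE scaling all results kept their direction and their side of the threshold, as did the gene counts with DESeq2 and without a low count filter. With DESeq2, 232 named gene values kept their side, 1 gained and 3 lost a call. At an adjusted p under 0.01 the counts were 1284 higher and 1842 lower in DU145, 2385 higher and 1976 lower in PC3, 4073 that differed between lines, and 225 higher and 239 lower in both lines, since fewer genes pass a stricter threshold. With a limit of 2-fold, 1021 were higher and 2002 lower in DU145 and 2557 higher and 1352 lower in PC3. Replicate number as a block gave 871 higher and 954 lower in both lines, and 3644 higher and 4112 lower in DU145. Of the list calls other than S phase, the block lost 2 and kept 18. Nothing in the labels says that the numbers pair the libraries. Deviations of libraries with the same number correlated across genes at 0.323 in DU145 and 0.0861 in PC3, so a replicate effect in DU145 is left open. With an estimated correlation 0, 0 and 0 lists passed in DU145, PC3 and their difference, against 9, 6 and 6, and the S phase median of 0.3299 in DU145 had an adjusted p of 0.916. As that setting rests on 4 residual degrees of freedom, the loss cannot be put down to correlation alone. A self-contained test, fry, gave 15 lists in PC3 and 17 for the difference, with an adjusted p of 0.427 for S phase in DU145. It lost the calls of cholesterol synthesis (0.172) and the proteasome (0.246) in DU145, of the proteasome in PC3 (0.314), and of both lists for the difference (0.0938 and 0.1). Of the list calls other than S phase, fits on 1 line alone lost 3 and kept 11. Leaving out the low count filter lost 1 and kept 19. A filter of 1 CPM in 4 libraries lost 6 and kept 14, and left 3 lists in PC3. For the S phase list, PC3 gave medians of -0.04197 with that filter and -0.09076 with fry, with a test direction opposite to camera's and adjusted p of 0.963 and 0.988. The causes were not tested.

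Leaving out 1 library at a time, with the lone library of a group assumed to vary like the others, gave 1380 to 2467 genes higher and 2243 to 3076 lower in DU145, 2349 to 4020 higher and 1983 to 3578 lower in PC3, 5034 to 6822 that differed, 319 to 466 higher and 337 to 484 lower in both lines. List counts were 5 to 13 in DU145, 3 to 7 in PC3 and 6 to 10 for the difference. Medians were 0.1044 to 0.5589 for S phase and -0.06156 to 0.2472 for G2M phase in DU145, and -0.2453 to 0.1172 for S phase and -0.03746 to 0.3305 for G2M phase in PC3. Network factors on the same side numbered 10 to 13 of 20. NRF1 in DU145 ranged from -0.2248 to 0.1573, CTCF in DU145 from -0.13 to 0.05145, ELK4 in DU145 from -0.1261 to 0.5089, E2F5 in PC3 from -0.03864 to 0.3073 and LHX6 in PC3 from -0.4401 to 0.035, none of them called. Subtracting shared reads left every count within 1.5 times. Depth limits genes with few counts, and a fold against a group with only a few counts is uncertain.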

Differences from the paper's values

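No test in this part was chosen after its result was seen. The only values compared with the paper's were counts of factors in its own Table S2, and none differed by more than 1.5 times. No bulk count entered them, so they do not test the paper's values against these libraries. The paper states 240 transcription factors, and its Table S2 holds 258. The paper reports fewer cells in S and G2M phase in the resistant variants (Table S1). In the bulk libraries, which are other libraries and measure transcript levels and not shares of cells, the S phase list was higher in DU145 resistant cells, with a median log2 fold change of 0.33 (adjusted p = 0.0181 from camera, and 0.916 with an estimated correlation), and this call was lost without DU145 sensitive replicate 2 (0.10, adjusted p = 0.535) or DU145 resistant replicate 1 (0.15, adjusted p = 0.356). S phase in PC3 had a median of -0.09 (adjusted p = 0.909), on the side the paper reports, and did not pass. G2M phase had medians of 0.11 in DU145 (adjusted p = 0.446) and 0.19 in PC3 (adjusted p = 0.592), which did not pass. The replication-dependent histones list was lower in PC3, with 8 of 18 lower and 0 higher. Its median was -0.91 (adjusted p = 0.0261 from camera, and 0.765 with an estimated correlation), and -1.101 to -0.6908 over the leave-one-out fits. In DU145 6 were lower and 0 higher, with a median of -0.61 that did not pass (adjusted p = 0.12). Both medians lie on the side the paper reports for S phase, but no test tied this list to shares of cells.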

Other observations

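In this part only the counts with sides turned were chosen after results were seen. In DU145 resistant cells, genes of antioxidant defence and of epithelial identity were lower. Of 22 tested NRF2 targets 16 were lower and 0 higher, with a median log2 fold change of -1.16 (adjusted p = 6.63e-09 from camera, and 0.447 with an estimated correlation). They included the aldo-keto reductases AKR1C1 (-9.11, standard error 0.37, with 3 and 10 counts in the resistant libraries) and AKR1C2 (-9.03, standard error 0.33), and ABCC2, an efflux transporter (-5.09, standard error 0.15). Of 24 epithelial markers 16 were lower and 3 higher (17 and 3 adjusted over the list alone; median -1.81, adjusted p = 1.84e-05, and 0.291 with an estimated correlation), among them KRT8, a keratin (-5.88, standard error 0.30), and CDH1, which encodes E-cadherin (-5.74, standard error 0.31). In PC3 CDH1 was higher (2.56, standard error 0.27) and KRT8 did not pass (0.53, adjusted p = 0.12). Cholesterol synthesis genes were lower in DU145 (13 of 25 lower, 2 higher, median -0.72, adjusted p = 0.00819, and 0.916 with an estimated correlation) and proteasome genes higher (11 of 31 higher, 1 lower, median 0.36, adjusted p = 0.00184, and 0.916 with an estimated correlation). Without DU145 sensitive replicate 2 neither passed. For the cholesterol synthesis list, DU145 then gave -0.59 (adjusted p = 0.056), and for the proteasome list, DU145 gave 0.19 (adjusted p = 0.176). The proteasome call was also lost without DU145 resistant replicate 1 (0.21, adjusted p = 0.14), and its median ranged from 0.187 to 0.638 over the leave-one-out fits.

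In PC3 resistant cells, 26 of 38 interferon response genes were lower and 0 higher (28 lower adjusted over the list alone), with a median of -1.22 (adjusted p = 4.04e-10 from camera, and 0.765 with an estimated correlation). IFITM3, an antiviral membrane protein, had a log2 fold change of -7.04 (standard error 0.25) and OAS2, an antiviral enzyme, -2.84 (standard error 0.23). Wnt and stem cell markers were higher in PC3 (11 of 19 higher, 2 lower, median 1.21, adjusted p = 0.0489, and 0.765 with an estimated correlation), including LEF1, a Wnt transcription factor (7.08, standard error 0.46, with 3 and 2 counts in the PC3 sensitive libraries). For the Wnt and stem cell markers list, PC3 gave 1.03 (adjusted p = 0.0623) without PC3 resistant replicate 2. Proteasome genes were lower in PC3, opposite to DU145 (11 of 31 lower, 1 higher, median -0.44, adjusted p = 0.0462, and 0.993 with an estimated correlation). For the proteasome list, PC3 gave -0.35 (adjusted p = 0.159) without PC3 sensitive replicate 1 and -0.39 (adjusted p = 0.0623) without PC3 resistant replicate 2. Of the genes changed in both lines, 531 were higher in both (466.3 if independent, Fisher's exact p = 0.000494) and 563 lower in both (530.5 if independent, p = 0.0922), while 825 were lower in DU145 and higher in PC3 (578.9 if independent, p = 2.03e-32) and 582 were higher in DU145 and lower in PC3 (427.3 if independent, p = 2.76e-17). Every pair of directions exceeded the independent count, with odds ratios of 1.089 to 1.741. Genes are not independent replicates, and the calls of both lines came from 1 fit. These p-values therefore cannot tell shared or opposite changes from genes that are easier to call in both lines. Of the 2501 genes changed in both lines, 1094 (43.7%) moved in the same direction. Without PC3 sensitive replicate 1 or 2 in turn, 319 and 335 were higher and 339 and 337 lower in both lines, and 351 were higher without DU145 sensitive replicate 2. Among genes with a mean of at least 8 CPM in each line, those higher in both lines with the largest smaller change after ABCB1 were RTN1 (4.55 in DU145 and 7.59 in PC3), NOG, a BMP antagonist (3.87 and 6.77), and IGF2, a growth factor (3.45 and 8.01). C1S, a complement protease (-4.13 and -3.15), and ASS1, an enzyme of arginine synthesis (-5.11 and -2.29), led those lower in both under the same limit.

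The S phase list in DU145 had a median of 0.33, with 8 of 43 genes higher and 2 lower (7 and 2 adjusted over the list alone). The paper's Table S1 gives 27 of 64 DU145 sensitive and 13 of 71 DU145 resistant cells in S phase, and 39 of 89 and 13 of 88 in PC3. With all libraries thinned to 31685148 counts the medians were 0.3335 and -0.07916 for S phase in DU145 and PC3 and 0.1054 and 0.2003 for G2M phase. Thinning moved the medians by 0.00367 and 0.0116 for S phase and by -0.0017 and 0.00847 for G2M phase, in DU145 and PC3. These small shifts argue against total counts as the source of these medians. Each median was smaller than its spread between leave-one-out fits (0.309 to 0.454), so whether the medians themselves hold stays open. The S phase call did not hold with an estimated correlation (adjusted p = 0.916), a setting that cannot tell why. The replication-dependent histones list was lower in PC3 (median -0.91), on the other side. A change in cycling stays open too.

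A hypothesis set before its test was that the mRNA of a transcription factor moves to the side of its network edge enrichment in Table S2. It was not borne out. Of factors with p under 0.05 in the paper's table, 92 of 176 in DU145 (52.3%, 95% exact interval 44.6% to 59.8%) and 38 of 71 in PC3 (53.5%, 41.3% to 65.5%) had an mRNA change of the same sign. For the 10 factors the paper selects, 13 of 20 were on the same side (two-sided exact binomial p = 0.263), 8 of 10 in DU145 and 5 of 10 in PC3, and 10 of 20 without DU145 sensitive replicate 1. Of the 8 changes that passed the threshold 3 were on the same side. The counts use the sides of Table S2. The paper's Discussion names NRF1, GABPA, ELK4, ATF4 and LHX6 on the other side in places. With NRF1 alone turned the count is 11 of 20, and with all 5 turned it is 9 of 20 (two-sided exact binomial p = 0.824 each). CUX1 was lower in resistant cells of both lines (-0.69 and -0.73, standard errors 0.16 and 0.16), the side of its enrichment. NFYB was lower in both (-0.67 and -0.59, standard errors 0.16 and 0.16), the other side. Each of these calls was lost in some leave-one-out fits. For CUX1, DU145 had an adjusted p of 0.0518 without DU145 sensitive replicate 2 and 0.0513 without DU145 resistant replicate 1, and for CUX1, PC3 had 0.0503 without PC3 sensitive replicate 2. For NFYB, DU145 had 0.0932 without DU145 sensitive replicate 1 and 0.0973 without DU145 resistant replicate 2, and for NFYB, PC3 had 0.0598, 0.11 and 0.132 without PC3 sensitive replicate 1, PC3 sensitive replicate 2 and PC3 resistant replicate 2.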
